A study of Mus musculus with 15 samples. Its data were reported in "HAT cofactor TRRAP modulates microtubule dynamics via SP1 signaling to prevent neurodegeneration" (2021).

How the data were processed

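Poly(A) RNA of 15 aNSC cultures was sequenced by the authors from strand-specific libraries as short single-end reads, with all libraries pooled over the same lanes. The authors mapped the reads to the mouse genome GRCm38 with STAR and assigned uniquely mapped reads to the genes of an Ensembl annotation with featureCounts in stranded mode. The deposited values are raw counts per gene and library, with no normalization. Reads that map to several places were left out by the authors, so near-identical paralogs and pseudogenes are undercounted. The libraries carried no molecular identifiers, so PCR copies were counted as reads, and floors based on counts cover counting error only. The table held 53801 genes and 15 columns, all of which were used. Each row named a gene. Ensembl gene IDs were matched to symbols and coordinates in a GENCODE annotation of GRCm38, which covered 53620 of them and left 181 unmatched. At least 1 count was found for 30011 genes. The totals of 25.7 M to 32.2 M assigned counts mean that 3 counts, taken as the floor for a gene that is not detected, correspond to about 0.105 CPM.

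Groups, sex, age, days of treatment and mouse numbers were taken from the labels. 3 comparisons were made, each on its own 10 libraries: Fl/Fl 4-OHT against Fl/+ 4-OHT cultures (Trrap deletion), Fl/+ 4-OHT against Fl/+ untreated cultures (4-OHT), and Fl/Fl 4-OHT against Fl/+ untreated cultures. The labels and the study's methods describe the 4-OHT exposure differently, so its dose is not given here. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and the quasi-likelihood F test without covariates was applied. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. CPM values use the TMM-scaled library sizes. Standard errors are those of the log2 fold change in this model. For single genes an exact two-sided permutation test on log2(CPM + 0.5) was added. It has 252 arrangements and a smallest p of 0.00794. For the paired 4-OHT comparison an exact sign-flip test with 32 arrangements was used. The design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined.

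The genes named in the text were Trrap, Sp1 and Stmn1 to Stmn4 in each comparison, the sex-linked genes, and in the Trrap deletion and 4-OHT comparisons the 5 largest rises and 5 largest falls in log2 fold change. The last were chosen among genes with an adjusted p under 0.05, a mean of at least 1 CPM over the 10 libraries and no overlap between the groups. 1 of the 5 largest falls after Trrap deletion is not reported here. Other genes were named after their values were seen.

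The 14 gene lists held 235 entries and 225 distinct genes, since 9 genes are in at least 2 lists. They were stathmins, Sp1 targets, HAT complex subunits, tubulins, mitosis and spindle checkpoint, DNA replication and G1/S, p53 targets, cholesterol synthesis, Myc targets, interferon response, and markers of neural stem cells, neurons, astrocytes and oligodendrocytes. The Sp1 list holds the Sp1 targets that the study presented as most differentially expressed after Trrap deletion in forebrain tissue. It shares genes with the stathmin, cholesterol, mitosis, tubulin and neuron lists. The lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and the preset correlation of 0.01, adjusted over 28 tests. 3 further lists (Hedgehog targets, hypoxia targets and imprinted genes) were drawn up after single genes had been seen. Their list means were tested by exact two-sided permutation without pairing and adjusted over 4 tests, and for 4-OHT also by the sign-flip test.

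Both Fl/+ groups came from the same 5 mice. The deviations of 15435 genes from their group means correlated between cultures of one mouse with r of 0.156 to 0.626, and between cultures of different mice with r of -0.549 to 0.339. The mouse number was therefore used as a replicate block in an alternative for the 4-OHT comparison. The other alternatives were the Wald test of DESeq2 1.42.0, DESeq2 size factors in edgeR, scaling by library size alone, no filter on low counts, at least 10 counts in every library, a dispersion shared by all 15 libraries, sex as a covariate, each library left out in turn, and for lists fry and camera with an estimated correlation. Removing GC content and exon length trends (known for 99.9% of the genes tested in each comparison), thinning the counts to the smallest library total of 25720034, the series of mouse numbers as a covariate or in place of sex, sex without the library labelled Fl/Fl 39, the block for single genes, and 1 more way to avoid shared libraries in the comparison of effects were added after the data had been seen. Unchanged groups around the shared Fl/+ 4-OHT libraries were simulated 20 times.

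The scripts' statistics were tested on simulated data. Counts were drawn for the real genes with 200 genes changed. With 14887 genes edgeR's test recovered 66.5% of the changed genes and 79.3% of those changed at least 2-fold, 5.00% of its calls were false, and the median error of the log2 fold change was 0.106. With no change at all it called 0 of 14881 genes. DESeq2 recovered 78.0% of changed genes among 15036, with 26.1% of its calls false. camera called the 1 list that had been moved and no other, on 14869 genes. The simulated genes were drawn independently of each other, so this could not test how camera deals with correlation between genes. The test for an interaction recovered 29.0% of the changed genes among 15036. Python 3.11.15 and matplotlib 3.10.9 were used for the figures.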

Results

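RNA-seq was carried out on adult neural stem cells (aNSCs), dividing cells that were taken from the subventricular zone of 2-month-old mice and grown in suspension. The mice carried a floxed Trrap gene on 1 allele (Fl/+) or on both (Fl/Fl), together with the Rosa26-CreERT2 transgene. Trrap is a large adaptor protein of several histone acetyltransferase (HAT) complexes. 4-hydroxytamoxifen (4-OHT) activates the CreERT2 recombinase, which removes the floxed segment of Trrap. The 15 libraries fell into 3 groups of 5 cultures. Untreated Fl/+ cultures and Fl/+ cultures given 4-OHT both came from mice 19, 24, 26, 35 and 36. The Fl/Fl cultures given 4-OHT came from mice 27, 28, 29, 37 and 39. Each group held 3 cultures labelled male and 2 labelled female. The labels give 5 days of treatment.

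The libraries held 25.7 M to 32.2 M assigned counts, with a mean of 28.5 M ± 1.64 M (SD, n = 15). Between 20978 and 22088 genes had at least 1 count per library. The 10 most abundant genes took 3.82% to 6.49% of the counts of a library, and mitochondrial genes took 0.849% to 3.56%. The mitochondrial share was 1.72% to 3.56% in untreated Fl/+ cultures, 0.849% to 1.74% in Fl/+ cultures after 4-OHT and 1.36% to 2.19% in Fl/Fl cultures after 4-OHT. The 1st principal component of log2 CPM held 32.7% of the variance and ordered the 3 groups without overlap. The 2nd held 19.5%. Within the Fl/+ groups it placed the cultures of mice 19, 24 and 26 above those of mice 35 and 36, before and after 4-OHT.

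**Figure D1:**
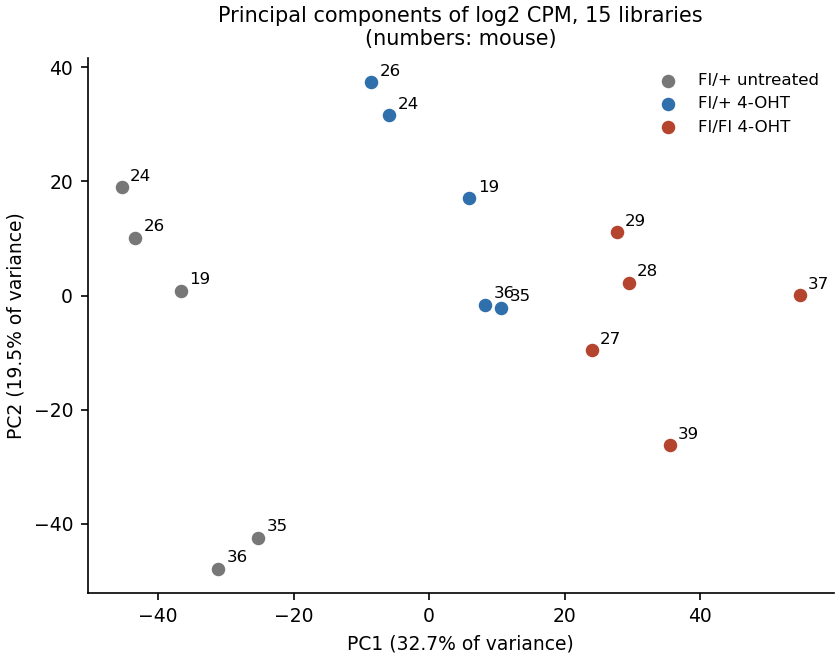
Scores of the 15 libraries on the first principal components of log2 CPM, with 32.7% of the variance on the horizontal axis and 19.5% on the vertical axis. Each point is 1 library, coloured by group and numbered by mouse, and the groups follow each other from left to right in the order Fl/+ untreated, Fl/+ 4-OHT and Fl/Fl 4-OHT.

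The comparison of Fl/Fl with Fl/+ cultures, both given 4-OHT, addressed what the loss of Trrap changes in the transcriptome of aNSCs. There were no untreated Fl/Fl cultures, and the genotypes came from different mice. Differences that were present before 4-OHT can therefore not be told apart from effects of the deletion. Changes after Trrap deletion stand for this comparison throughout. The targeted gene was examined first. Trrap (ENSMUSG00000045482, GRCm38 chromosome 5, 144767732 to 144859778, plus strand, protein coding) was at 104 ± 24.2 CPM in Fl/Fl 4-OHT cultures, 164 ± 26.4 CPM in Fl/+ 4-OHT cultures and 190 ± 14.3 CPM in untreated Fl/+ cultures (mean ± SD, n = 5 each). Between the groups given 4-OHT the log2 fold change was -0.64 with a standard error (SE) of 0.160 and an adjusted p of 0.0115 in edgeR's quasi-likelihood test. The exact two-sided permutation p was 0.0159. The estimate ranged from -0.79 to -0.56 over the alternative settings, and the value farthest from it came from leaving out the library labelled Fl/Fl 29. That library had 142 CPM of Trrap, within the range of 138 to 204 CPM of the Fl/+ 4-OHT libraries, whereas the other 4 Fl/Fl libraries had 82.8 to 115 CPM. The counts are sums over all exons of a gene, so transcripts that lack only the removed segment were still counted.

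The floxed allele of the Fl/+ cultures was also open to recombination, and Trrap differed less between treated and untreated Fl/+ cultures. The log2 fold change was -0.21 (SE 0.110) with an adjusted p of 0.234 in edgeR's test. Trrap was lower after 4-OHT in 5 of 5 mice, for which the exact two-sided sign-flip p was 0.0625, the smallest that 5 pairs can give. Between Fl/Fl 4-OHT and untreated Fl/+ cultures the log2 fold change was -0.85 (SE 0.142, adjusted p 0.00139 in edgeR's test).

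**Figure D2:**
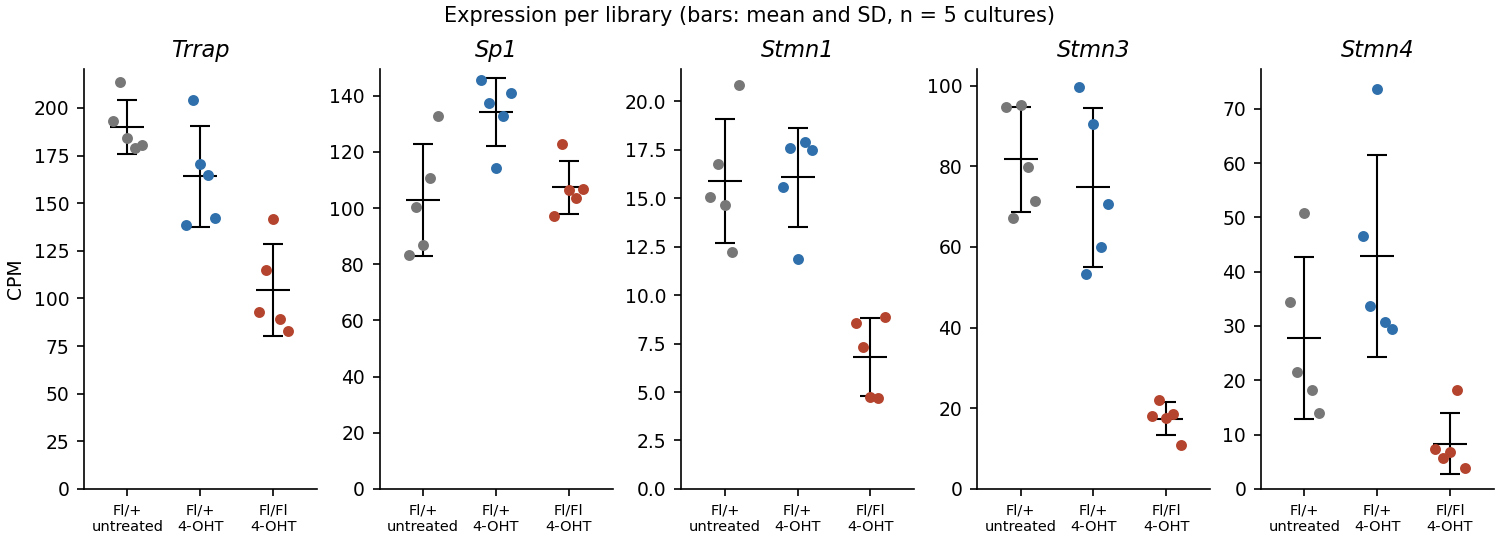
CPM of Trrap, Sp1, Stmn1, Stmn3 and Stmn4 in the 3 groups, on axes that start at 0. Points are single libraries and bars give the mean and SD of 5 cultures, and for Stmn1, Stmn3 and Stmn4 all 5 Fl/Fl libraries lie below all 5 Fl/+ 4-OHT libraries.

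Of 15036 genes tested, 4773 (31.7%) differed between Fl/Fl and Fl/+ 4-OHT cultures at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Expression was higher in Fl/Fl cultures for 2520 of these genes and lower for 2253, and with scaling by library size alone the split was 2848 higher and 1951 lower. A change of at least 2-fold was seen for 876 genes, with 535 higher and 341 lower. At an unadjusted p under 0.05 there were 6462 genes. For 3403 genes (22.6%) all 5 libraries of one group lay above all 5 of the other, where chance gives 0.794%. The number of genes moved most when library 19 was left out of the Fl/+ 4-OHT group, which gave 3772.

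The study asked whether targets of the transcription factor Sp1, among them the stathmins, depend on Trrap. Stathmins bind tubulin and act on microtubule turnover. Stmn3 (ENSMUSG00000027581, chromosome 2, 181306459 to 181314500, minus strand) was at 17.4 ± 4.04 CPM in Fl/Fl and 74.8 ± 19.7 CPM in Fl/+ 4-OHT cultures (mean ± SD, n = 5 each; log2 fold change -2.09, SE 0.212, adjusted p 0.000117 in edgeR's test). Stmn4 (ENSMUSG00000022044, chromosome 14, 66344296 to 66361680, plus strand) was at 8.36 ± 5.62 and 42.8 ± 18.6 CPM in the same groups (log2 fold change -2.35, SE 0.410, adjusted p 0.00182 in edgeR's test). Stmn1 (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843, plus strand) was at 6.83 ± 2.01 and 16.1 ± 2.53 CPM (log2 fold change -1.22, SE 0.206, adjusted p 0.00155 in edgeR's test). For each of these 3 genes all 5 Fl/Fl libraries lay below all 5 Fl/+ libraries. Stmn2 (ENSMUSG00000027500, chromosome 3, 8509360 to 8561606, plus strand) had at most 34 counts in a library and was not tested in the model, since a difference was not detectable at this depth. Sp1 itself (ENSMUSG00000001280, chromosome 15, 102406143 to 102436404, plus strand) was at 107 ± 9.55 CPM in Fl/Fl and 134 ± 12.0 CPM in Fl/+ 4-OHT cultures (log2 fold change -0.31, SE 0.0822, adjusted p 0.0156 in edgeR's test).

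Against untreated Fl/+ cultures, Sp1 did not differ in Fl/Fl 4-OHT cultures (log2 fold change 0.08, SE 0.125, adjusted p 0.683 in edgeR's test). Untreated Fl/+ cultures had 103 ± 20.01 CPM of Sp1 (mean ± SD, n = 5). The stathmins were lower than in untreated cultures too, with log2 fold changes in edgeR's test of -1.21 for Stmn1 (adjusted p 0.00240), -2.22 for Stmn3 (adjusted p 3.84e-05) and -1.73 for Stmn4 (adjusted p 0.0141).

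Among genes with a mean of at least 1 CPM whose groups did not overlap, the 5 largest rises after Trrap deletion were those of Matn1, Gli1, Rprml, Klri1 and Sftpc, with log2 fold changes from 3.04 to 3.91. Gli1 (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974, minus strand) had the smallest error of the 5 and rose from 0.278 ± 0.0778 to 2.69 ± 0.662 CPM (mean ± SD, n = 5 each; log2 fold change 3.27, SE 0.270, adjusted p 4.56e-05 in edgeR's test). Matn1 (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475, plus strand) rose from 0.240 ± 0.211 to 3.52 ± 2.69 CPM (log2 fold change 3.91, SE 0.718, adjusted p 0.00236 in edgeR's test). Among the 5 largest falls were those of 2610318N02Rik, Plppr3, March1 and Zfp57, with log2 fold changes from -2.99 to -2.57. Zfp57 (ENSMUSG00000036036, chromosome 17, 37001163 to 37010635, plus strand) fell from 20.8 ± 8.54 to 3.45 ± 1.65 CPM (log2 fold change -2.57, SE 0.365, adjusted p 0.000602 in edgeR's test). These 9 genes kept their direction and an adjusted p under 0.05 in each alternative that tested them.

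Next, 14 gene lists were tested in both comparisons with camera, which is a competitive set test of limma, and p-values were adjusted over the 28 tests. After Trrap deletion 9 lists passed. The list of 30 Sp1 targets is the study's list of top differentially expressed Sp1 targets in forebrain tissue. Its genes were thus chosen by their response to Trrap deletion there. The list can show a response shared with forebrain tissue, but not that Sp1 targets as a class fall. Of its genes, 28 were lower in Fl/Fl cultures and 2 were higher, with a median log2 fold change of -1.01 (camera adjusted p 1.63e-12), and the list median was lower in 5 of 5 Fl/Fl libraries. Over all genes tested 29 of the 30 differed, and adjusted over the list alone 30 did, which is not independent evidence if the choice used these cultures. All 23 cholesterol synthesis genes tested were lower (median -0.83, camera adjusted p 1.63e-12, 5 of 5 libraries), with 21 called over all genes and 22 adjusted over the list alone. The 3 stathmins tested had a median of -2.09 (camera adjusted p 0.00321, 5 of 5 libraries). Lower expression was also found for 20 Myc targets (median -0.44, camera adjusted p 5.49e-07), 20 genes of mitosis and the spindle checkpoint (median -0.87, camera adjusted p 4.18e-05), 10 neural stem cell markers (median -0.33, camera adjusted p 0.0189) and 13 neuron markers (median -0.46, camera adjusted p 0.0404), each in 5 of 5 libraries. The 19 genes of DNA replication and the G1/S step were lower in 4 of 5 libraries (median -0.34, camera adjusted p 0.00397). The 9 interferon response genes tested were higher in 5 of 5 libraries (median 1.00, camera adjusted p 0.00361). Lists of HAT complex subunits (median -0.06, camera adjusted p 0.415), tubulins (-0.33, 0.0509), p53 targets (-0.11, 0.148), astrocyte markers (0.10, 0.713) and oligodendrocyte markers (0.63, 0.446) did not pass. Of these, the HAT complex subunit, tubulin and p53 target lists were also lower in 5 of 5 libraries.

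The set tests depended on how the correlation between genes was handled. With fry, which is a self-contained test, the tubulin list passed as well (adjusted p 0.00134) and DNA replication did not (adjusted p 0.173), and the other 8 calls held. After 4-OHT, fry also called the Sp1 target list, as higher (adjusted p 0.0142). With the correlation estimated from the data, the Sp1 target list passed (camera adjusted p 0.00746) and no other list did in either comparison. The neuron list did not pass in 6 of the 10 fits that each left out 1 library, with adjusted p-values of 0.0506 to 0.0675 (libraries 19, 26 and 35 of Fl/+ 4-OHT and 27, 28 and 29 of Fl/Fl).

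**Figure D3:**
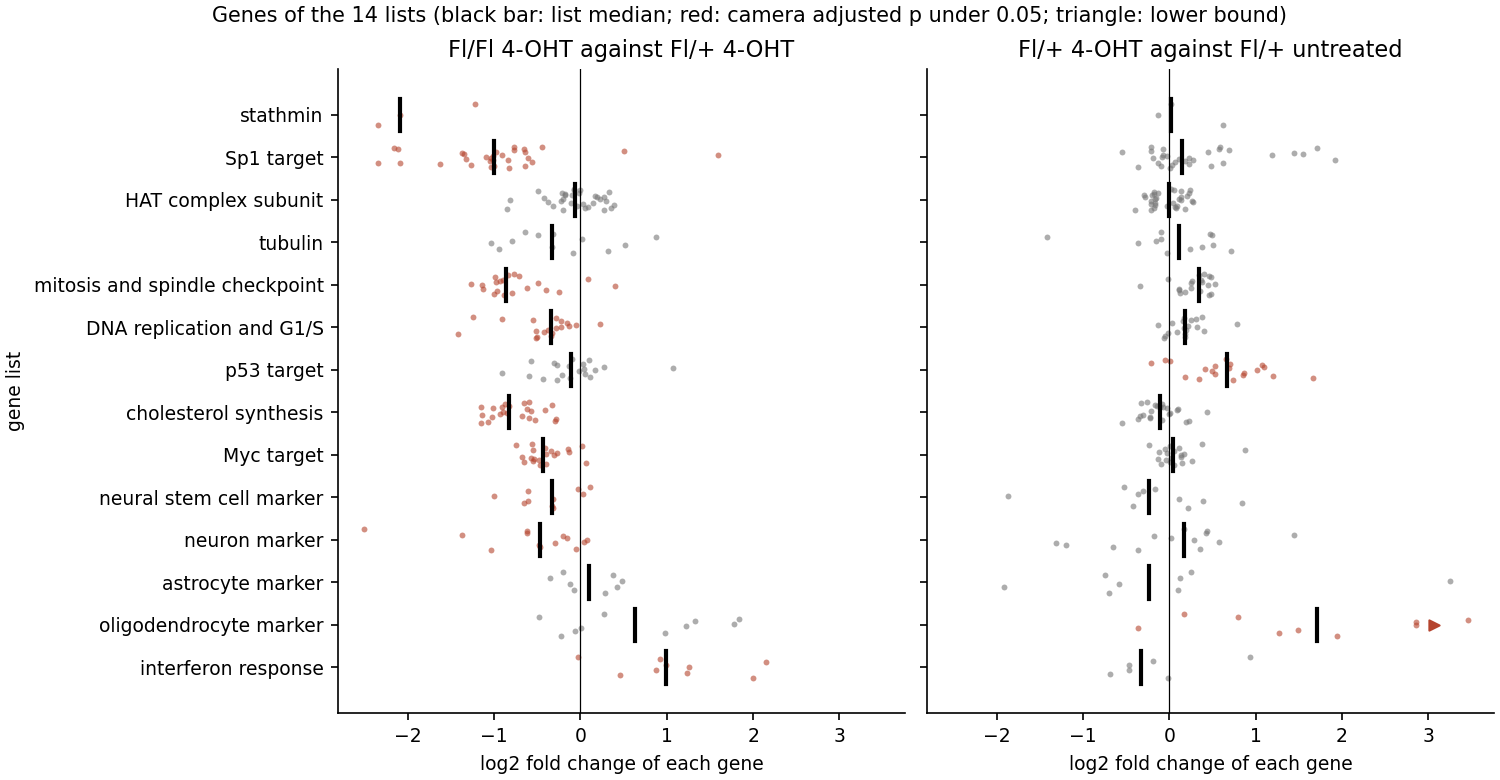
Log2 fold change of each gene of the 14 lists after Trrap deletion (left) and after 4-OHT in Fl/+ cultures (right), with black bars for list medians, red for lists with a camera adjusted p under 0.05 and a triangle for the lower bound of Mog, which had at most 3 counts in each untreated library. The Sp1 target and cholesterol synthesis lists lie to the left in the first panel (medians -1.01 and -0.83), and the p53 target and oligodendrocyte marker lists lie to the right in the second (medians 0.67 and 1.72).

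The treated and untreated Fl/+ cultures showed what 4-OHT did without loss of both Trrap alleles. Recombination of the 1 floxed allele, CreERT2 activity, 4-OHT and its solvent were all part of this contrast. Of 14821 genes tested, 2044 (13.8%) differed in edgeR's quasi-likelihood test, with 1088 higher after 4-OHT and 956 lower, and 4353 had an unadjusted p under 0.05. With scaling by library size alone the split was 1396 higher and 712 lower. At least 2-fold changes were seen for 710 genes (473 higher, 237 lower), of which 6 had at most 3 counts in each library of one group. For 1777 genes (12.0%) the groups did not overlap, where chance gives 0.794%. The cultures were paired by mouse, and with the mouse number as a replicate block 3809 genes differed, of which 2033 were among the 2044. The count moved most, to 3880, when GC content and exon length trends were also removed in the fit with that block. Leaving out 1 library gave as few as 1271 genes (without Fl/+ 4-OHT 19) or 1311 (without Fl/+ 4-OHT 35).

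The 5 largest rises after 4-OHT were those of Tmc3, Sox7, Bcl3, H19 and Car9. Tmc3 (ENSMUSG00000038540, chromosome 7, 83584927 to 83625614, plus strand) rose from 0.569 ± 0.311 to 38.5 ± 13.2 CPM (mean ± SD, n = 5 each; log2 fold change 6.07, SE 0.382, adjusted p 3.03e-05 in edgeR's test). The long non-coding RNA H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143, minus strand) rose from 0.995 ± 0.996 to 48.5 ± 33.6 CPM (log2 fold change 5.59, SE 0.650, adjusted p 0.000614 in edgeR's test). Car9 (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729, plus strand) rose from 0.571 ± 0.615 to 14.3 ± 5.27 CPM (log2 fold change 4.63, SE 0.686, adjusted p 0.00195 in edgeR's test). Bcl3 (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770, minus strand) had at most 3 counts in each untreated library and 3.01 ± 1.79 CPM after 4-OHT, which was at least 28.7-fold higher. The 5 largest falls were those of Fam227b, En1, Bmp3, Chst8 and Olfml1, with log2 fold changes from -3.60 to -3.09. Olfml1 (ENSMUSG00000051041, chromosome 7, 107567446 to 107591094, plus strand) fell from 14.7 ± 4.07 to 1.72 ± 0.506 CPM (log2 fold change -3.09, SE 0.283, adjusted p 0.000208 in edgeR's test).

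Sp1 was higher after 4-OHT in 5 of 5 mice (log2 fold change 0.39, SE 0.128), with an adjusted p of 0.0670 in edgeR's test and of 0.0225 with the replicate block. Stmn4 also rose in 5 of 5 mice (log2 fold change 0.62, SE 0.362), with an adjusted p of 0.280 in edgeR's test and of 0.00245 with the block. Stmn1 (log2 fold change 0.02, adjusted p 0.961 in edgeR's test) and Stmn3 (-0.13, 0.677) differed by less than the spread between replicates.

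2 gene lists passed camera after 4-OHT. The p53 targets were higher, with 18 of 20 genes up, a median log2 fold change of 0.67 and an adjusted p of 5.49e-07, in 5 of 5 libraries. Over all genes tested 10 of them differed, and adjusted over the list alone 13 did. The oligodendrocyte markers were higher, with 9 of 10 genes up, a median of 1.72 also with Mog at its bound and an adjusted p of 0.000192, in 5 of 5 libraries. The other 12 lists had camera adjusted p-values from 0.0509 to 0.773. Against the mean of the untreated libraries, stathmins and Sp1 targets among these were also higher in 5 of 5 libraries. Neural stem cell and astrocyte markers were lower in 5 of 5. Paired by mouse, Sp1 targets and neural stem cell markers kept these directions in every mouse. The stathmin median was lower in mouse 26 (-0.076) and mouse 36 (-0.015), and the astrocyte median was higher in mouse 36 (0.062). With the replicate block, camera also called Sp1 targets (median 0.15, adjusted p 0.0556 without and 0.0317 with the block), mitosis and the spindle checkpoint (0.35, 0.0509 and 0.00284) and DNA replication (0.18, 0.132 and 0.0302), each higher after 4-OHT. The remaining 9 lists, which were stathmins, HAT complex subunits, tubulins, cholesterol synthesis, Myc targets, neural stem cell, neuron and astrocyte markers and interferon response, passed in neither fit.

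Fl/Fl 4-OHT and untreated Fl/+ cultures differed in both genotype and treatment. Of 15032 genes, 4620 (30.7%) differed in edgeR's test, with 2357 higher and 2263 lower, and with scaling by library size alone the split was 3150 and 1603. At least 2-fold changes were seen for 1431 genes (958 higher, 473 lower), 13 of them with at most 3 counts in each library of one group. Of the 4632 genes called after Trrap deletion that all 3 comparisons tested, 2384 were also called here, and 2338 of those had the same direction. Of the 2003 genes called after 4-OHT and tested in all 3, 1184 were called here and 1147 of those had the same direction.

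The effects of Trrap deletion and of 4-OHT were then compared across genes, which are not independent replicates. Of 14668 genes tested in both, 754 were called in both, and 595 of these (78.9%) changed in opposite directions. Across the 14668 genes Pearson's r between the log2 fold changes was -0.19 and Spearman's rho was -0.25. Across the 5913 genes called in either comparison r was -0.20 and rho was -0.29. Both comparisons used the same Fl/+ 4-OHT libraries, once as the control and once as the treated group, which gives a negative r with no effect at all. In 20 simulations of unchanged groups around these libraries r was -0.50 on average (-0.53 to -0.48), and 66.8% of all genes had opposite signs, against 60.4% observed. In each simulation the 5913 genes with the smallest p-values in either comparison were also taken, and their r was -0.56 on average (-0.59 to -0.53). Of these genes 78.5% had opposite signs in the simulations, against 65.2% observed. With no library shared, r averaged -0.04 over 20 divisions of the mice (-0.20 to 0.23) when the mice of the 4-OHT contrast were crossed. It averaged -0.15 (-0.25 to -0.07) when the 4-OHT effect was taken within one set of mice.

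The labels give the sex of each mouse, so the interaction of genotype with labelled sex was tested, and 1066 of 16019 genes had an adjusted p under 0.05 in edgeR's test (4400 at an unadjusted p under 0.05). Sex-linked transcripts were used to check the labels. Xist, the transcript that silences one X chromosome in female cells, was at 335 to 692 CPM in 5 of the 6 libraries labelled female. The remaining one, the library labelled Fl/Fl 39, had 0.313 CPM of Xist, and its Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were at a median of 126% of the male-labelled libraries of its group. The other libraries labelled female had at most 0.156%. The libraries labelled male had 48.4% (Fl/Fl 29) to 145% of the others in their group. The arm of Fl/Fl cultures labelled female thus held 1 library with Xist, and the interaction does not compare the sexes as such.

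**Figure D4:**
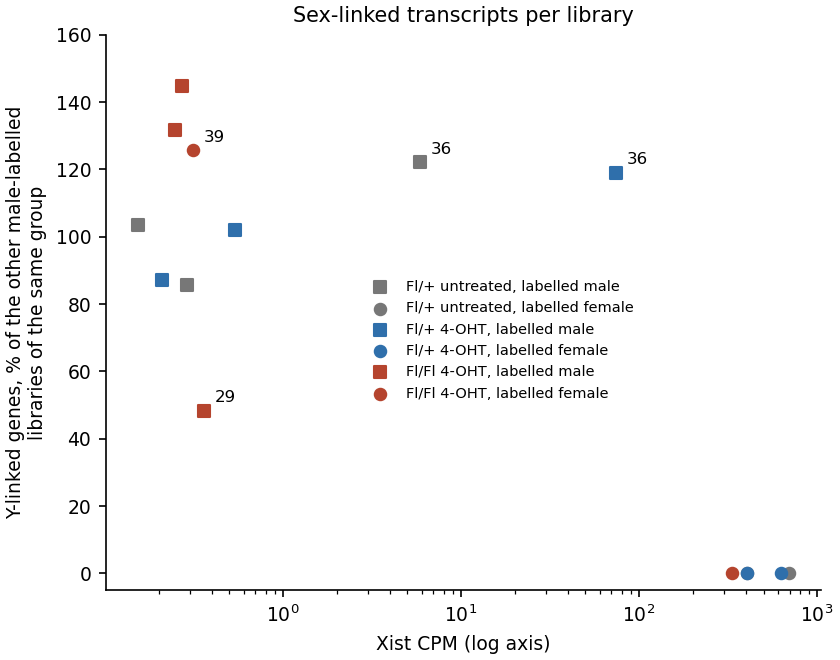
Xist in CPM on a log axis against the median level of 4 Y-linked genes as a percentage of the other male-labelled libraries of the same group, with 1 point per library, colours for groups, squares for libraries labelled male and circles for libraries labelled female. Library 39 of the Fl/Fl group is labelled female and lies at 0.313 CPM of Xist and 126% of the Y-linked level, and both libraries of mouse 36 are labelled male and have 5.89 and 74.7 CPM of Xist.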

Values the study reported

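The study reported 1261 genes that were differentially expressed in the cortex, the striatum and aNSCs alike after Trrap deletion. Between cortex and aNSCs, 93.1% of shared genes changed in the same direction. It reported 5090 differentially expressed genes in the cortex and 4389 in the striatum at an adjusted p-value under 0.05. For aNSCs it gave a depth of around 37 mio reads per sample.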

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

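The tests in this part were chosen after the results had been seen, except the tests of sex by label for library 37 of the Fl/Fl group and of RNA from treated cultures for H19 in the untreated library 24.

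The effect of Trrap deletion differed between cultures labelled male and female for 1066 of 16019 genes in edgeR's interaction test. When the libraries of each genotype were regrouped into 2 and 3 in all 100 possible ways, 1 of 100 groupings gave as many genes, which was the labelled one, and the next gave 304. An arbitrary grouping is argued against. What the labelled grouping stands for is open. Of the 2 Fl/Fl cultures labelled female, the library labelled 39 had Y-linked genes at 126% of the male-labelled libraries of its group, so the arm held 1 library with Xist. The Fl/Fl cultures labelled female also have the higher mouse numbers (37 and 39 against 27 to 29), while the Fl/+ cultures labelled female have lower ones (24 and 26). With the series of mouse numbers as a further term, 1 gene had an adjusted p under 0.05 and 926 an unadjusted p under 0.05, but that fit rests on library 19 as the 1 male-labelled Fl/+ culture of the low series. Sex, the series and traits of single cultures cannot be told apart here, since too few cultures separate them.

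Dixon's test for a library far from the other 4 of its group was applied to 90 sets of values, and 8 passed the 95% critical value of 0.71, where chance gives about 4.50. Of these 8, 5 were in library 37 of the Fl/Fl group. It had 8.66 CPM of Bcl3, 337 CPM of H19, 1.97 CPM of Plppr3, 1.32 CPM of Stmn2 (34 counts) and 18.1 CPM of Stmn4, in each case the highest value of the Fl/Fl group. Among 583 genes of at least 10 CPM with an outlying library in that group, 319 (54.7%) had it in library 37, compared with 53.4% for library 26 among treated Fl/+ cultures and 37.0% for library 19 among untreated ones. Depth is argued against as the whole cause, because after thinning to one total 5 of the 5 genes stayed apart. An exchange with a Fl/+ library is argued against too, because on genes called without it the library lay at 0.894 between the Fl/+ mean (0) and the Fl/Fl mean (1). Sex alone has no support in the Fl/+ 4-OHT group, where both libraries labelled female (24 and 26) lay above the 3 labelled male for 0 of the 5 genes, and together with library 36, which also had Xist, above the remaining libraries for 0 of the 5. Cells of the oligodendrocyte lineage may contribute, since the median of 10 oligodendrocyte markers was 1.37 log2 units above the other 4 libraries, which spanned -0.38 to 0.16. Mbp was far above the others, at 1013 CPM against 81.0 to 154 CPM, while Olig1 was at 1698 CPM against 1812 to 2076 CPM. Astrocyte markers were also up (0.64) and neuron markers as well (0.36). Whether such cells carry the 5 transcripts was not tested, a single library cannot settle it, and sex in combination with the genotype stays open and untested. Without library 37 the log2 fold change after Trrap deletion was -2.85 for Stmn4 (adjusted p 0.000310) and -2.97 for Plppr3 (adjusted p 0.000224) in edgeR's test, so the falls of both were larger.

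Library 26 of the treated Fl/+ group had the fewest genes with counts, 20978, and the smallest total, 25.7 M assigned counts. After thinning all libraries to that total, its gap to the next library fell from 0.754 to 0.415 of the range of the group. It was still the lowest, but no longer past the critical value, which is in line with depth as a large part of this difference. No biological explanation was tested.

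Fam227b was at 0.529 CPM in library 36 of the treated Fl/+ group, which is 15 counts against 6 or 7 in the other 4 libraries. After thinning the gap was 0.674 of the range, under the critical value. Counting noise and a true difference cannot be told apart at so few counts.

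H19 was at 2.72 CPM (78 counts) in the untreated library of mouse 24, against 0.368 to 0.977 CPM in the other untreated libraries. Thinning left the gap at 0.755 of the range, which argues against depth. RNA from treated cultures, where H19 was much higher, is a further candidate. It would have to make up 8.0% of the library, while the median share that 19 other genes with strong 4-OHT effects allow was 1.52%, and 4 of the 19 reached the share needed. This argues against such RNA as the whole cause, and a difference between mice stays open and untested.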

How the results depend on the processing

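The number of genes called after Trrap deletion stayed within 1.5 times of 4773 in every alternative, from 3772 (without library 19 of Fl/+ 4-OHT) to 5641 (DESeq2). Of the 4773 genes, 4737 were also called by DESeq2 and 3324 were called in all 10 fits that each left out 1 library. Against untreated Fl/+ cultures the number ranged from 3700 to 5581, and 3273 of the 4620 genes were called in all 10 such fits. At least 2-fold changes ranged from 617 to 1156 genes after Trrap deletion and from 502 to 1027 after 4-OHT. Both low values came from requiring 10 counts in every library, which tests fewer genes. Trrap kept its fall after Trrap deletion in every alternative, and after 4-OHT it was lower in every alternative without reaching an adjusted p under 0.05.

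The 4-OHT comparison moved more. Pairing the cultures by mouse as a replicate block gave 3809 genes in place of 2044, of which 2033 were shared, with 3880 when GC content and exon length trends were removed in the same fit and 3739 when counts were thinned. The block takes differences between mice out of the error. The 10 fits that each left out 1 library gave 1271 (without Fl/+ 4-OHT 19) to 2522 genes (without untreated 36), and 1081 of the 2044 genes were called in all 10. DESeq2 gave 3003. With the block 5 lists were called in place of 2, and Sp1 and Stmn4 passed. It changed no other call among the genes named by rule and the 14 lists. Sex as a covariate gave 4 lists, and leaving out 1 library gave 2 to 4. The adjusted p of Sp1 after 4-OHT ranged from 0.0134 (without untreated 36) to 0.141, and that of Stmn4 from 0.00245 (replicate block) to 0.5259. The cause of the moves that were not due to the block or to fewer cultures was not tested.

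With the correlation between genes estimated from the data, camera called 1 list after Trrap deletion and 0 after 4-OHT, in place of 9 and 2. At an unadjusted p under 0.05 it gave 4 lists after Trrap deletion and 1 after 4-OHT. The interferon list had an adjusted p of 0.0836 when 10 counts were required in every library, which leaves fewer of its genes. The tubulin list passed with fry (0.00134), with scaling by library size alone (0.0441), without library 24 of Fl/+ 4-OHT (0.0485) and without Fl/Fl 37 (0.0291) or 39 (0.0290). The p53 targets were lower after Trrap deletion without Fl/+ 4-OHT 36 (0.0460). After 4-OHT the cholesterol list passed without untreated 26 (0.00956), and the Sp1 target list passed with fry (0.0142), without untreated 19 or 24 and without Fl/+ 4-OHT 24 or 35 (0.0367 to 0.0480). The mitosis list passed with sex as a covariate, without untreated 19 or 36 and without Fl/+ 4-OHT 26 (0.000754 to 0.0423), and the DNA replication list with sex as a covariate, without untreated 36 and without Fl/+ 4-OHT 26 (0.00148 to 0.0407).

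The interaction of Trrap deletion with labelled sex gave 2268 genes with DESeq2 and 1846 with no filter on low counts, against 1066. With the series of mouse numbers in place of sex it gave 1 gene (704 at an unadjusted p under 0.05). No library was left out there. Without a library of an arm of 2, that arm would have held 1 culture. Fits without a library of an arm of 3 were possible but were not made. The relation between the effects of Trrap deletion and 4-OHT fell from r of -0.19 to -0.035 when no library was shared and the mice were crossed. Crossing removes the shared libraries by construction, but both effects were then taken against Fl/+ cultures of the same mice.

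Directions turned only for results that were not called. The log2 fold change of Stmn1 after 4-OHT was -0.066 to 0.13 over the 10 fits that each left out 1 library, and 6 of them turned its sign from 0.02. The same was seen for lists that were called neither before nor after the turn. For HAT complex subunits after 4-OHT the turn came with library size scaling (camera adjusted p 0.982). For the others it came from leaving out 1 library, and camera adjusted p-values are given with the range over the 10 fits. Astrocyte markers after Trrap deletion turned without Fl/Fl 37 (0.773; 0.442 to 0.773). After 4-OHT, neuron markers turned without untreated 24 (0.989; 0.469 to 0.989), cholesterol synthesis without untreated 36 (0.825; 0.00956 to 0.877), and interferon response (median log2 fold change -0.33, 5 of 6 genes lower) without untreated 24 or 35 or without Fl/+ 4-OHT 19 or 26 (0.806 to 0.990; 0.517 to 0.990 over all 10). The cause was not tested. Results for single genes and lists were also counted once per alternative. Of these pairs of a result and an alternative, 18 were weaker, 28 were stronger, 14 turned, 1 moved without a test, and 966 kept the direction and the side of the threshold.

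Depth limits the results for genes of few counts, such as Stmn2, Bcl3 and Fam227b. For Stmn2 and Bcl3, 1 library can hold most of the reads of a group.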

Other observations

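Most tests in this part were chosen after the result had been seen. The exceptions are the permutation tests of the added lists of Hedgehog targets, hypoxia targets and imprinted genes, whose predictions were written after the single gene had been seen but before the list was tested.

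Other splits of the same 10 libraries into 5 and 5 were fitted in the same way, 100 of the 126 that exist. After Trrap deletion 1 of 100 splits, the real one, gave as many as 4773 genes, and the next gave 31. For changes of at least 2-fold it was 1 of 100 as well (876 genes, the next 15). For Fl/Fl 4-OHT against untreated Fl/+ cultures 1 of 100 splits reached 4620 genes and 1 of 100 reached 1431 genes with at least 2-fold changes. For 4-OHT within Fl/+ cultures the mice pair the libraries, and 1 of the 16 splits that part all 5 pairs gave as many as 2044 genes, and 1 of 16 gave 710 genes with at least 2-fold changes. With 16 splits the share cannot fall under 0.05. One split that does not part the pairs gave more genes than the real one (2110). It set mostly the cultures of mice 24 and 26 against those of mice 35 and 36, which follows the series of mouse numbers, and the fit with the replicate block, which takes up differences between mice, gave 3809 genes for the real split and 0 for each of the other 15 that part the pairs.

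Technical trends were tested on these counts. With GC content and exon length trends removed, 5224 genes differed after Trrap deletion, and 3880 after 4-OHT in the fit with the replicate block. With counts thinned to one total the numbers were 4659 and 3739. With the series of mouse numbers as a covariate 5459 genes differed after Trrap deletion, and 4764 of these were among the 4773. Each of these trends is therefore argued against as the whole cause of the count it was tested on. Genes linked to the floxed allele were not enriched, as 64 of 214 genes (29.9%) within 10 Mb of Trrap were called against 4704 of 14803 (31.8%) elsewhere (Fisher's exact test, two-sided, p 0.605).

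The set tests were less secure than the counts of genes. When camera was run on the 100 splits, with p-values adjusted over the 14 lists of each split, the real split after Trrap deletion gave 10 lists. As many were given by 6 of 100 splits with the real one included, and 12 of 100 gave at least the 9 that passed with adjustment over 28 tests. For 4-OHT the real split gave 2 lists, and 12 of the 16 splits that part the pairs gave at least as many, the real one included. A p as small as the real one was found in 1 of 100 splits for the stathmins, 1 for the Sp1 targets, 3 for cholesterol synthesis and 3 for the Myc targets. The same was found in 13 of 100 splits for the neural stem cell markers, 17 for interferon response, 25 for the neuron markers, 31 for mitosis and the spindle checkpoint and 46 for DNA replication and G1/S. Calls of the latter 5 lists are thus no rarer than other groupings of these cultures may give. For 4-OHT, 4 of 16 splits matched the p of the p53 targets and 3 of 16 that of the oligodendrocyte markers, in a design that cannot give a share under 0.05.

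Trrap counts in Fl/Fl 4-OHT cultures were 64.2% of those in Fl/+ 4-OHT cultures. If this remainder came from undeleted cells with the expression of Fl/+ 4-OHT cultures, no gene could fall much further than Trrap itself. Of 10072 genes of at least 10 CPM, 191 fell further than Trrap by more than 2 SE, down to 16.8% of the control level. This argues against such cells as the whole cause. Undeleted Fl/Fl cells keep both Trrap alleles, and a higher Trrap level in them would let genes fall further. That level was not measured. Reads of the deleted allele, whose remaining exons are counted, are a candidate source of the remainder of 64.2%, and gene-level counts leave it open. The library labelled Fl/Fl 29 had Trrap within the Fl/+ range. An exchange with a Fl/+ library is argued against by its place of 0.865 on the scale from the Fl/+ mean (0) to the Fl/Fl mean (1), where the Fl/+ 4-OHT libraries lay at -0.028 to 0.174. Incomplete deletion in that culture was not tested.

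Sex-linked transcripts disagreed with the labels of 2 mice. The library labelled Fl/Fl 39, labelled female, had Y-linked genes at 126% of its male-labelled group members and 0.313 CPM of Xist, where the male-labelled libraries other than those of mouse 36 had up to 0.541 CPM. These values are what a wrong sex label would give. Male cells in a female culture are argued against by its 0.313 CPM of Xist, a level of male cultures, and an exchange with a Fl/+ library by a place of 0.942 on the same scale. Mouse 36, labelled male, had 5.89 CPM of Xist (160 counts) before and 74.7 CPM (2117 counts) after 4-OHT, or 1.08% and 14.5% of the mean of the libraries labelled female in the same group, while its Y-linked genes after 4-OHT were at 119% of the male-labelled libraries. Female cells or RNA could give the Xist, but the Y-linked level varied too much between male cultures to show a share of this size, so this cannot be told apart from Xist expression in male cells.

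The Sp1 targets were lower in Fl/Fl 4-OHT than in untreated Fl/+ cultures (median log2 fold change -0.78), whereas Sp1 itself differed by 0.076 log2 units between these groups. A lower level of Sp1 transcript is therefore argued against as the cause in this comparison. Sp1 activity and protein were not measured here. The fall of Sp1 after Trrap deletion against Fl/+ 4-OHT cultures matched a rise of Sp1 after 4-OHT, so whether Sp1 differed depended on which control was used.

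The response to 4-OHT was wide for cultures that keep 1 Trrap allele. The rise of p53 targets may reflect 4-OHT, CreERT2 activity or the loss of 1 allele, which change together. A graded effect of Trrap loss would raise these genes further in Fl/Fl cultures, but the median after Trrap deletion was -0.11 with 8 genes up and 12 down, which leaves it open. The median of the oligodendrocyte markers rose against that of the astrocyte markers in 5 of 5 mice, by 0.91 to 2.56 log2 units. Whether a lower share of stem cells alone could give this cannot be told from these medians. Several astrocyte markers were already abundant in untreated cultures, with Slc1a3 at 3254 CPM and Aldh1l1 at 1498 CPM, against S100b at 61.9 CPM. Stem cells may thus express part of the astrocyte list themselves. Single astrocyte markers went both ways, with 4 higher and 4 lower. Of the 5 called, 4 were lower. The other, Gfap, rose from 57.7 to 548 CPM (log2 fold change 3.25, adjusted p 0.0283 in edgeR's test). Of the 10 oligodendrocyte markers, 8 were above 1 CPM in untreated cultures already. The most abundant, Olig1, went from a mean of 2442 to 1891 CPM after 4-OHT and Cnp from 397 to 447 CPM, while Mbp rose from 16.3 to 118 CPM. A change in the oligodendrocyte lineage itself stays open.

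Car9 is a target of the hypoxia response, and 15 other hypoxia targets were tested on that account. Of these 14 were higher after 4-OHT, with a median log2 fold change of 1.10 and 9 called by edgeR (exact two-sided permutation p 0.0159, adjusted p 0.0317 over the 4 added tests). That test did not use the pairing by mouse. In pairs the list mean rose in 5 of 5 mice, by 0.26 to 1.92 log2 units, with an exact two-sided sign-flip p of 0.0625, the smallest that 5 pairs can give, and with the replicate block 10 genes were called. Among them were abundant genes such as Pfkfb3, which rose from 59.3 to 259 CPM (log2 fold change 2.13, adjusted p 0.000343 in edgeR's test), and Slc2a1, which rose from 113 to 266 CPM (1.24, 0.00956). This is consistent with a hypoxia response in the treated cultures, and culture density, medium age and 4-OHT itself are candidate causes that the design does not separate. It is a hypothesis that measurements of oxygen or density in treated and untreated cultures would test.

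In the other added lists single genes went both ways. For Gli1, 3 Hedgehog targets had a median of 0.047 after Trrap deletion (exact two-sided permutation p 0.492). Ptch1, the most abundant at 164 CPM in Fl/+ 4-OHT cultures, changed by -0.29 log2 units, and 3 genes are too few to decide. For H19, 16 imprinted genes had a median of 0.12 after 4-OHT with 10 higher and 6 lower (exact two-sided permutation p without pairing 0.00794, the smallest possible, adjusted p 0.0317, and exact two-sided sign-flip p 0.0625). In pairs the mean of this list rose in 5 of 5 mice, by 0.24 to 0.67 log2 units. The 3 genes called were Meg3, Rian and Igf2r, all higher. With the replicate block 6 were called higher and 3 lower, so single genes went both ways although the list mean rose. For Zfp57, which protects imprints in early embryos, the same genes had a median of -0.13 after Trrap deletion with 12 lower (exact two-sided permutation p 0.0476, adjusted p 0.0635), and Nnat, Cdkn1c and Grb10 were called, all lower. Whether imprinting itself changed could not be read from counts that are not split by parental allele.

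The negative relation between the effects of Trrap deletion and 4-OHT (r -0.19) was weaker than in simulations without any effect (r -0.50). Those simulations held no true effects and drew the cultures of one mouse independently. They therefore do not give the part of the observed r that comes from shared libraries. With the 4-OHT effect taken within one set of mice and the deletion effect against the Fl/+ cultures of the others, r averaged -0.15 over 20 divisions (-0.25 to -0.07), compared with -0.04 when the mice of the 4-OHT contrast were crossed. The range of the former excludes 0 and that of the latter does not. In the crossed version both effects were taken against Fl/+ cultures of the same mice. Such cultures correlated with r of 0.156 to 0.626, which pushes the crossed value upward. The divisions reuse the same mice, so neither range is a confidence interval. A small opposition of the effects can be neither shown nor excluded.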
